A study of Homo sapiens with 8 samples. Its data were reported in "Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis" (2020).

How the data were processed

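Messenger RNA was sequenced from the human T-cell acute lymphoblastic leukaemia (T-ALL) lines CUTLL1 (spelled CUTTL1 in the labels) and TIB153, each as control cells and with PKF118-310, a small molecule that blocks the interaction of β-catenin with TCF transcription factors. Per the labels, RNA was extracted with Trizol, column purified, enriched for polyadenylated RNA with poly(T) beads and made into libraries with a stranded mRNA kit. Each of the 4 libraries was sequenced in 2 lanes, which gave 8 lane files. The labels call the lanes technical replicates of the same library. The lanes were therefore summed and each library was counted once, so each group held n = 1 library.

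The authors' deposited lane files hold whole-number counts of reads per gene, not normalized, for 57189 genes. The submitters' processing notes name HISAT2, HTSeq, DESeq2 and the human genome build hg38, with no versions, roles or counting parameters. The strand setting of the counting is not given in the sources used here. Of the 11796 genes with at least 80 reads over the 8 lanes, 99.6% had the coordinates of GENCODE release v29 on hg38, which was used for gene types, positions and shared exonic bases. A gene was called uncertain where over 25% of its exonic bases were shared with another gene on the same strand. The authors also deposited a comparison of treated with control cells for each line. Those tables hold whole-number counts in 2 control and 2 treated columns, a mean normalised count per gene (a signal that is never negative, named baseMean by the authors), the log2 fold change with its standard error as the authors computed it, and the authors' p-value and adjusted p-value. They list only genes with an adjusted p under 0.05, the largest being 0.0499 in both tables. The tables' column names are those of DESeq2, and their fold changes look shrunken, being smaller than the ratios of the counts for genes with few reads. Values from these tables are printed only where they are named as the authors'.

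Library totals were 7609427 counts for CUTLL1 control, 7971771 for CUTLL1 with PKF118-310, 7792377 for TIB153 control and 8140391 for TIB153 with PKF118-310. A gene with 3 counts lay at 0.394, 0.376, 0.385 and 0.369 CPM (counts scaled to a common library size) in these libraries. For ratios, 3 counts were taken as the limit that a count of 0 allows. Lane agreement was checked with a chi-square test over genes with at least 10 reads.

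Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with filterByExpr, treatment as the group, which left 13280 genes. Counts were scaled by TMM. Within a line, the log2 ratio of treated over control was formed from scaled CPM with a pseudocount of 0.5 counts, and its 95% interval came from the exact binomial interval of the treated share of a gene's reads. These intervals cover counting error only. With 1 library per group there is no replicate check within a line and no p-value, and a gene was counted as higher or lower where its ratio was at least 2-fold and its interval excluded no change. A fold against a library with 0 counts was computed against 3 counts and is a lower bound. Across lines, treated and control libraries were compared with edgeR's quasi-likelihood test (robust) with cell line as a block, where n = 2 lines and 1 residual degree of freedom remained, and with Benjamini-Hochberg adjustment. Its p-values and SE draw mostly on a spread pooled over genes, with a median of 13.0 prior degrees of freedom against 1 residual. They are therefore not the observed variation between these lines alone. The SE was 0.129 for SLC3A2, at 1.32 and 1.31 in the lines, and 1.26 for CR2, at −4.08 and −1.12. Baseline levels were CPM of the control libraries with exact Poisson intervals.

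In total, 33 gene lists were fixed from textbook knowledge and from the genes the study names. The 29 lists with at least 3 measured members were tested across lines with limma camera on log2 CPM (prior count 2) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Within a line, a list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. The named genes were chosen by rule: 25 genes fixed by name, among them SREBF2, TCF7 and NOTCH1; in each line the 10 genes with the highest and the 10 with the lowest ratio among those reaching 5 CPM, with genes that carry only a clone name passed over; the 15 higher and 15 lower genes with the smallest p across lines; up to 4 members per list with the largest mean change at 5 CPM or more; and up to 5 genes per direction that went opposite ways in the lines at 5 CPM in both. The samples, tests, lists, alternatives and this rule were set before the data were examined, except for the alternatives of a 2.5 CPM minimum and of lists without genes sharing exonic bases, and for the tests on genomic span, mitochondrial rRNA and SREBF2, which were added after seeing the data. The other settings tried were DESeq2 size factors, total counts only, no filter, a minimum of 5 CPM, each lane alone, a 1.5-fold limit, the DESeq2 Wald test, no cell line block, a non-robust fit, lanes as replicates, an estimated inter-gene correlation, fry, and each line left out. Camera with an estimated correlation rests here on 1 residual degree of freedom. Its adjusted p is printed, but it cannot decide whether a list changed.

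The steps were tested on simulated data. In 5 simulated data sets of 13280 genes with 200 changed genes, drawn with a spread that varied between genes, the test across lines recovered 53% of 2-fold and 16.2% of 1.5-fold changes, and 18.0% of its calls were false. With equal spread it recovered 67.2% and 24.6%, and 3.97% of the calls were false. Camera found 5 of 5 lists shifted by 1.3-fold and called 4% of unshifted lists, and 95.8% of the counting intervals covered the true ratio. These shares hold for the simulated counts. Whether camera's share of false calls holds for the real lists, with estimated correlations up to 0.901, was not tested. Coverage of variation beyond counting error was not tested either. Genes on the Y chromosome and XIST were left out of all tables of genes. Some genes picked by the naming rule are not reported here. A second library per group, which the study's figure legend and the columns of the deposited comparison tables point to, was not analysed here apart from those tables.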

Results

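RNA from CUTLL1 and TIB153, a pair of human T-ALL lines, was profiled by poly(A) RNA-seq in control cells and after exposure to PKF118-310, which inhibits β-catenin/TCF. The 4 groups held 1 library each, so no value within a line has a replicate error. Library totals ranged from 7609427 to 8140391 counts, and between 19674 genes (CUTLL1 control) and 22120 genes (TIB153 with PKF118-310) were detected. The 2 lanes of each library agreed within sampling noise: the chi-square per degree of freedom was 1.0 and 1.01 for control and treated CUTLL1 and 1.02 and 0.990 for control and treated TIB153, with p of 0.490, 0.335, 0.0845 and 0.786. Lanes were summed and counted as 1 sample.

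In control cells both lines expressed the nuclear partners of β-catenin at high levels. LEF1, a TCF/LEF transcription factor, lay at 994 CPM in CUTLL1 (95% Poisson interval 972 to 1017) and at 944 CPM in TIB153 (922 to 966), and its relative TCF7 at 746 and 547 CPM. CTNNB1, which encodes β-catenin, lay at 159 and 128 CPM, whereas AXIN2, a feedback inhibitor widely used as a readout of Wnt signaling, lay at only 5.91 CPM in CUTLL1 (4.31 to 7.91) and 9.11 CPM in TIB153 (7.12 to 11.5). SREBF2, the transcription factor that switches on cholesterol synthesis, lay at 227 and 233 CPM. NOTCH1, the receptor most often mutated in T-ALL, stood at 799 CPM in CUTLL1 and 241 CPM in TIB153. RAG1, which cuts antigen receptor genes for rearrangement, lay at 247 and 26.6 CPM, and the co-receptor CD4 at 142 and 2.57 CPM, in CUTLL1 and TIB153 respectively. The homeobox oncogene TLX1 had 0 counts in both control libraries. Its 95% Poisson interval reached up to 0.485 CPM in CUTLL1 and 0.473 CPM in TIB153. These are differences between 1 library of each line, with no replicate check.

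The first comparison asked which genes differed between treated and control CUTLL1 cells. Whether these differences follow from β-catenin inhibition or from other effects of the compound was not tested. NR4A3, an orphan nuclear receptor induced by antigen receptor signals, stood highest, with a log2 ratio of 4.84 (interval 3.25 to 8.22), from 2 to 77 counts, and the AP-1 subunit FOS was higher by 3.72 (3.10 to 4.49). The small GTPase RHOB was higher by 4.15 (3.01 to 5.93). Others among the 10 highest were IQCN (4.5, interval 3.11 to 7.02), IER5L (4.46), ZNF703 (4.46), the creatine transporter SLC6A8 (4.02), ABTB2 (3.79) and the MAP kinase phosphatase DUSP8 (3.40). CR2, a complement receptor known as a NOTCH target in T-ALL, stood lowest and was 16.9-fold lower, with a log2 ratio of −4.08 (−4.57 to −3.65). DNTT, the terminal transferase of developing lymphocytes, was lower with a log2 ratio of −2.79 (−3.50 to −2.19), CD1E, an antigen-presenting molecule of cortical thymocytes, with −2.51 (−2.76 to −2.27), and the phosphatase PTPN6 with −2.94 (−3.10 to −2.79). Antigen receptor segments TRAV9-2 (−3.52), TRGC1 (−2.64) and TRBV7-2 (−2.58), the chloride channel gene BEST3 (−3.61), the kinase gene FGR (−2.44) and the pseudogene TEKT4P2 (−2.67), which can share reads with its parent gene, made up the rest of the lowest 10. In all, 638 genes were at least 2-fold higher and 293 at least 2-fold lower among the 13280 tested. This is a comparison of 2 libraries and not of conditions.

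The same question in TIB153 put IQCN highest (5.0, interval 3.42 to 8.39). HSPA6, a strictly stress-induced HSP70, was higher by a log2 ratio of 4.64 (interval 3.41 to 6.70), from 4 to 122 counts, and in CUTLL1 it went from 0 to 19 counts, at least 5.85-fold. JUN was higher by 3.10 (2.72 to 3.54), DUSP8 by 4.55 (3.85 to 5.44) and SMAD7, an inhibitor of TGF-β signaling, by 3.15 (2.12 to 4.60). HSPA1B, another HSP70 gene, was higher by 3.01 (2.44 to 3.68), with 36.5% of its exonic bases shared with a neighbouring gene and a near-identical copy in HSPA1A, so its value is uncertain. The signaling adaptor GAB2 (3.01), ADIRF-AS1 (2.97), C1QTNF6 (2.95) and SLC9A3-AS1 (2.89) completed the highest 10. The antisense genes among them are uncertain because the strand setting of the counting is not known. The lowest was LEPR, the leptin receptor, with a log2 ratio of −2.16 (−3.20 to −1.32), followed by the microRNA host gene MIR17HG (−2.09), FRY (−1.92), the pseudogene HNRNPA3P5 (−1.90), PTPRG (−1.90), the proline synthesis gene PYCR3 (−1.82), RAG1 (−1.72), the glycerol kinase GK (−1.72), GALNT18 (−1.68) and the oxytocin receptor OXTR (−1.67). In this line 727 genes were at least 2-fold higher and 282 at least 2-fold lower, again from 1 library per group.

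The study looked for genes that moved together in both lines. JUN, the AP-1 subunit on chromosome 1 (58780788 to 58784327, hg38), rose 7.11-fold across the lines. Its log2 change was 2.83 ± 0.19 (SE with spread pooled over genes, n = 2 lines), with an edgeR adjusted p of 8.04e-06. DUSP8, which switches off JNK and p38 kinases, rose 15.2-fold (3.93 ± 0.29, edgeR adjusted p = 3.55e-05), and OSGIN1, an oxidative stress gene, rose by 3.01 ± 0.26 (edgeR adjusted p = 4.03e-05). TRIB3 and ATF3, a pair of genes induced by the transcription factor ATF4, rose by 1.49 ± 0.13 and 2.07 ± 0.19. SLC3A2, the heavy chain of amino acid transporters, went from 3929 to 10587 counts in CUTLL1 and from 1733 to 4678 in TIB153. RAG1, on chromosome 11 (36510709 to 36593156), fell 3.63-fold, by a log2 change of −1.86 ± 0.15 (edgeR adjusted p = 3.55e-05). The matrix protein gene FBLN2 (−1.38), the calcium channel genes ITPR2 (−1.27) and ORAI2 (−1.40), the nucleoside transporter SLC29A1 (−1.01), the steroid receptor co-chaperone FKBP5 (−1.13) and VDAC1, a channel of the outer mitochondrial membrane (−0.87), also fell in both lines.

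Further genes with the smallest p that rose were the 7SL RNA gene RN7SL2 (1.49), the clock repressor NR1D2 (1.44), OSER1 (1.56), IQCN (4.92), KLHL24 (1.73), CSRNP2 (1.21), the antiproliferative gene BTG1 (1.34), the arginine synthesis gene ASS1 (1.57) and CRIM1 (2.5). Those that fell also included the NOTCH target DTX1 (−0.98), SLIT1 (−1.02), FOCAD (−1.38), KIAA0930 (−1.09), TTLL12 (−0.95) and MT-ND5 (−1.04). The calls of BEST3 and DOCK8 rested on CUTLL1 alone, since both had 0 counts in TIB153, and did not pass the DESeq2 Wald test, and that of CRIM1 largely so, with 3 and 12 counts in TIB153. In total, 812 genes rose and 900 fell at an edgeR adjusted p under 0.05, of which 325 and 108 changed at least 2-fold. Of these, 779 rising and 869 falling genes exceeded counting error in both lines, and 3 and 2 had opposite signs in the lines. Of all calls 47.4% were rises, against 60.3% (849 rises and 560 falls) when libraries were scaled by total counts only. The DESeq2 Wald test on the same libraries called 200 and 258 genes. With a spread that varies between genes, 18.0% of calls were false in simulated data with 200 changed genes. Far more genes were called here, so that share cannot be taken as the error rate of these calls.

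At the 2-fold limit, 257 genes were higher in both lines where independence of the lists would give 34.9, and 41 were lower in both where it would give 6.22. Across genes, which are not independent replicates, the log2 ratios of the lines had a Pearson r of 0.475 and a Spearman rho of 0.508, and 70.8% of genes had the same sign in both.

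**Figure D1:**
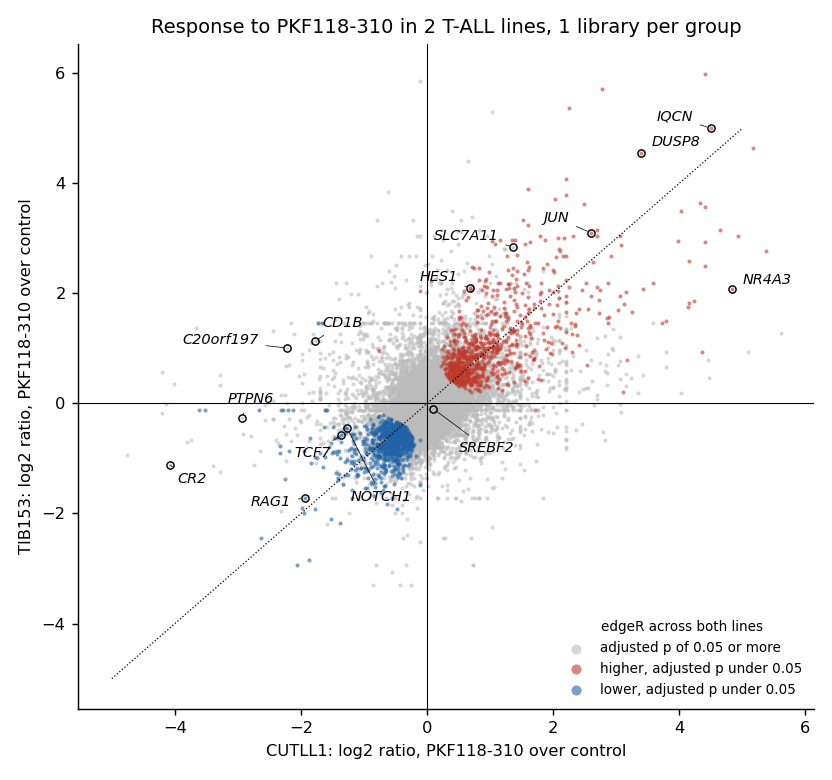
Each point is a gene, with its log2 ratio of PKF118-310 over control in CUTLL1 (x axis) and in TIB153 (y axis), 1 library per group; red and blue points rose or fell across both lines (edgeR adjusted p under 0.05) and the dotted line marks equal ratios. JUN (2.59 and 3.10) and DUSP8 (3.40 and 4.55) lie high in both lines and RAG1 (−1.94 and −1.72) low in both, CR2 (−4.08 and −1.12) and PTPN6 (−2.94 and −0.26) lie far lower in CUTLL1, and SREBF2 (0.10 and −0.10) lies at the centre.

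Sterol genes were compared because the study placed SREBF2 and cholesterol synthesis downstream of β-catenin. SREBF2, on chromosome 22 (41833079 to 41907308), did not pass the test. It went from 1729 to 2002 counts in CUTLL1, a log2 ratio of 0.10 (interval 0.00 to 0.19), and from 1814 to 1850 counts in TIB153, a log2 ratio of −0.10 (−0.19 to −0.00), and the interval's lower bound was −0.19 in the line where it was lower. HMGCS1, an early enzyme of the pathway, had ratios of −0.03 and −0.02 and did not pass the test. SQLE and INSIG1, both SREBF2 targets, went opposite ways, with SQLE at −0.32 and 0.40 and INSIG1 at −0.37 and 0.25 in CUTLL1 and TIB153. SREBF1 had ratios of −0.15 and −0.31 and did not pass. Of the 20 cholesterol synthesis enzymes, MSMO1 rose (0.81 ± 0.18) and FDPS (−0.75 ± 0.13) and LSS (−0.61 ± 0.13) were among those that fell (LSS did not pass the DESeq2 Wald test), and adjusted over the list alone 1 rose and 4 fell. EBP, a sterol isomerase, had 0.02 and −0.07. The list's median was −0.12 in CUTLL1 (percentile 16.5 of random lists) and −0.05 in TIB153 (percentile 58.5), and limma camera gave an adjusted p of 0.482. Over both lines its median was −0.05, and 0.01 when libraries were scaled by total counts only.

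Among the 13 genes of SREBP regulation and cholesterol uptake, the lysosomal carrier NPC2 (0.69 ± 0.19, not passing the DESeq2 Wald test) was among those that rose and the lipoprotein receptor SCARB1 (−0.81 ± 0.16) fell, while MBTPS2, a protease that activates SREBPs, had −0.46 and −0.74 without passing the test. In all 2 rose and 1 fell, over all genes and adjusted over the list alone. Medians were 0.10 (percentile 87.2) and 0.14 (percentile 94.0), the camera adjusted p was 0.887 with direction up, and the median of the lines' mean ratios was −0.00, so the signs differ. None of the 9 sterol genes that the study names as targets of β-catenin in mouse lymphomas passed, over all genes or adjusted over the list alone. Their median was 0.03 (percentile 72.1) in CUTLL1 and −0.31 (percentile 7.29) in TIB153, or −0.13 there with the member at 0 counts set to its bound, with a camera adjusted p of 0.858. In TIB153 PMVK (−0.48), SP1 (−0.39) and NCOA2 (−0.49) were lower beyond counting error, and in CUTLL1 they were at −0.15, −0.02 and 0.02. The co-repressor genes TBL1X (0.30 and 0.01) and TBL1XR1 (0.44 and 0.28) had ratios at or above 0 in both lines. CYP51A1 had 16 and 24 counts in CUTLL1 and 1 and 0 in TIB153, and shares 79.4% of its exonic bases with another gene, so it was not measurable. Of the 13 other genes named as targets in the mouse cells, the RNA polymerase I subunit POLR1A fell (−0.60), while CENPE (−0.18 and −0.96), the ubiquitin ligase FBXW7 (0.41 and 0.53) and BCL6 (0.37 and 0.44) did not pass. Adjusted over the list alone 1 rose and 3 fell, the medians were 0.02 and 0.11, and the camera adjusted p was 0.822.

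Fatty acid synthesis genes fell. FASN, the fatty acid synthase (chromosome 17, 82078333 to 82098332), fell by −0.67 ± 0.12 (edgeR adjusted p = 0.00494) with ratios of −0.62 and −0.73. ACACA, which makes malonyl-CoA (−0.80 ± 0.14), ACLY, which makes cytosolic acetyl-CoA (−0.47 ± 0.13), and the elongase ELOVL6 (−1.14 ± 0.31) fell as well, though ACLY did not pass the DESeq2 Wald test. Thus 4 of 14 measured members fell and 0 rose, or 6 and 0 adjusted over the list alone. Medians were −0.19 (percentile 9.15) and −0.35 (percentile 2.65), and the limma camera adjusted p was 0.0221, with an adjusted p = 0.797 with an estimated correlation. Of the 8 genes of cholesterol efflux and LXR targets, 1 rose, over all genes and adjusted over the list alone, the lipoprotein gene APOE (1.86, within counting error in CUTLL1), which lay under the 5 CPM minimum for naming and is named because it is the only member that passed. MYLIP, a ubiquitin ligase induced by LXR, had 2.47 (2.04 to 2.95) in CUTLL1 and 0.26 in TIB153, and NR1H3 (0.24 and 0.34), NR1H2 (0.08 and 0.25) and ABCG1 (−0.19 and −0.12) did not pass. The medians were 0.16 (percentile 72.1) and 0.30 (percentile 86.0), and the camera adjusted p was 0.122.

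**Figure D2:**
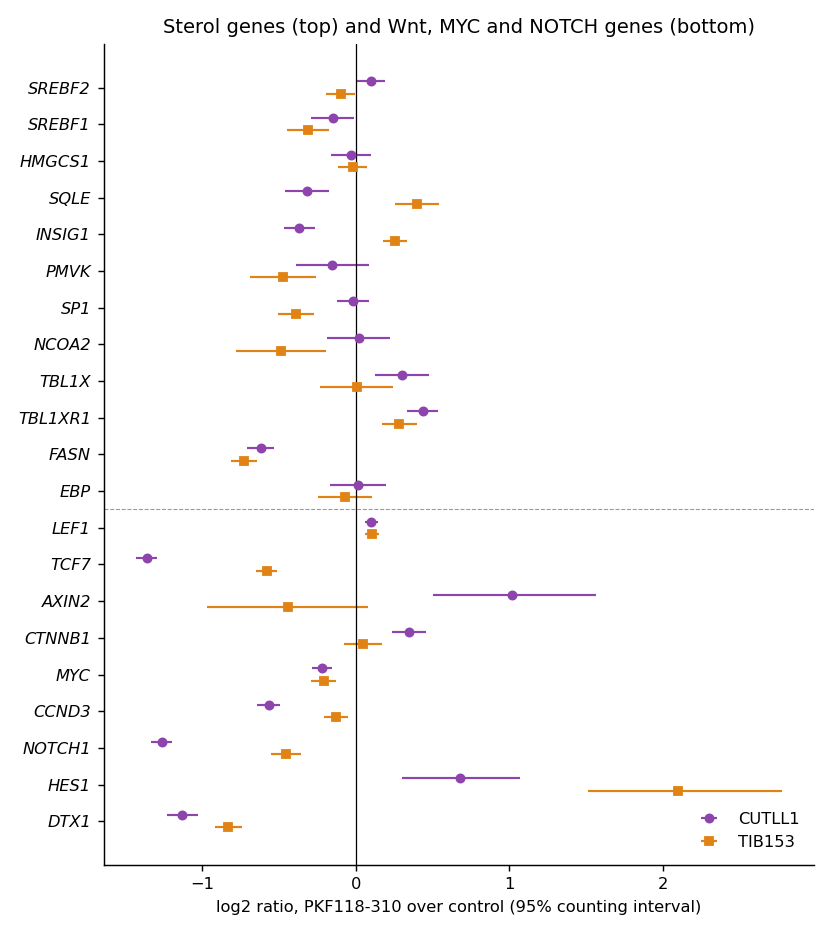
Log2 ratio of PKF118-310 over control for genes fixed by name, in CUTLL1 (circles) and TIB153 (squares), with 95% counting intervals and 1 library per group; CYP51A1 is left out for lack of reads. SREBF2 lies within 0.10 of no change in both lines, FASN lies below 0 in both, and TCF7 and NOTCH1 lie lower in CUTLL1 (−1.36 and −1.26) than in TIB153 (−0.58 and −0.45).

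Wnt genes were compared because PKF118-310 is meant to block their transcription. TCF7, itself a Wnt target as well as a partner of β-catenin (chromosome 5, 134114711 to 134151865), fell by −0.97 ± 0.18 (edgeR adjusted p = 0.0109), with −1.36 (−1.43 to −1.29) in CUTLL1 and −0.58 (−0.65 to −0.51) in TIB153. LEF1 had 0.10 and 0.11 and did not pass. AXIN2 was higher by 1.01 (0.50 to 1.56) in CUTLL1, from 45 to 99 counts, and had −0.44 (−0.97 to 0.08) in TIB153, where a change was not detectable at this depth, and 25.2% of its exonic bases are shared with another gene. SOX4, a transcription factor of lymphocyte progenitors, rose by 0.47 ± 0.13 in both lines. APCDD1, a Wnt inhibitor, was lower with −0.80 (−1.14 to −0.47) and the adhesion receptor CD44 higher by 0.82 (0.34 to 1.34) in CUTLL1, and neither had more than 3 counts in TIB153. Of the 14 measured Wnt targets 1 rose and 1 fell, over all genes and adjusted over the list alone. Their medians were 0.18 (percentile 88.2) and −0.12 (percentile 25.8), or −0.01 and −0.08 with the 3 members at 0 counts set to their bounds, and the median (0.01) and mean (−0.13) of the lines' mean ratios differed in sign, with a camera adjusted p of 0.858. Of the 21 Wnt pathway components none passed, over all genes or adjusted over the list alone. Their medians were 0.20 (percentile 99.3) and 0.11 (percentile 94.8) and the camera adjusted p was 0.0692. The co-repressors TLE4 (0.38 and 0.64) and TLE1 (0.26 and 0.49) and the scaffold APC (0.54 and 0.35) were higher in both lines beyond counting error, BCL9L went from 1.09 in CUTLL1 to −0.46 in TIB153, and CTNNB1 had 0.35 and 0.05.

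NOTCH genes fell, above all in CUTLL1, a line known for its rearranged NOTCH1 gene. NOTCH1 (chromosome 9, 136494433 to 136545786) fell by −0.87 ± 0.18 (edgeR adjusted p = 0.0185), with −1.26 (−1.33 to −1.2) in CUTLL1 and −0.45 (−0.55 to −0.36) in TIB153. NOTCH3 (−1.38 ± 0.17), DTX1 (−0.98 ± 0.13), the feedback regulator NRARP (−1.09 ± 0.18) and SHQ1, a factor of snoRNP assembly (−0.87), fell with it, the last named because it passed and not by the rule. The call of NRARP rested largely on CUTLL1, since its 23 and 12 counts in TIB153 did not exceed counting error. HES1, a repressor that NOTCH normally induces, went the other way and rose by 1.3 ± 0.34 (edgeR adjusted p = 0.0307), from 91 to 158 counts in CUTLL1 and from 27 to 128 in TIB153. The DESeq2 Wald test gave HES1 across both lines an adjusted p of 0.0934. CR2 had −4.08 and −1.12, a pair of values too far apart to pass the test. Over the 16 members 1 rose and 5 fell, or 1 and 6 adjusted over the list alone. The medians were −0.95 (percentile 0) and −0.31 (percentile 2.74), and the camera adjusted p was 0.00257, with an adjusted p = 0.797 with an estimated correlation. The difference in size between the lines was not tested.

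T cell identity genes were lower in CUTLL1. CD28, a co-stimulatory receptor, had −2.37 (−2.65 to −2.10) in CUTLL1 and −0.71 (−0.82 to −0.61) in TIB153, DNTT −2.79 and −0.59, and CD1E −2.51 and 0.02, and none of these passed across lines, whereas RAG1 did. Of 34 members 2 rose and 8 fell, or 4 and 10 adjusted over the list alone. The list's median was −0.55 (percentile 0) in CUTLL1 and −0.00 (percentile 78.5) in TIB153, where it turned positive with total counts only. The camera adjusted p was 0.0104 and the adjusted p = 0.907 with an estimated correlation. The members that fell included the T cell receptor subunit CD3G (−0.69), CD8B (−1.33, within counting error in TIB153) and RAG2 (−0.71), and those that rose included MYB (0.84), named here because it passed. The call rested on CUTLL1.

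Genes of the integrated stress response, which ATF4 switches on when amino acids run short or proteins misfold, rose in both lines. DDIT3, which encodes the death-promoting factor CHOP, rose by 2.13 ± 0.23 (edgeR adjusted p = 1.73e-04), and ATF3, TRIB3 and SLC3A2 were among the 15 genes with the smallest p. The cystine transporter SLC7A11, a target of ATF4 and of NRF2, was higher by 1.36 (1.2 to 1.53) and 2.85 (2.45 to 3.29) but its edgeR adjusted p was 0.0571. Of 23 measured members 14 rose and 0 fell, or 17 and 0 adjusted over the list alone. Medians were 0.41 and 0.74, both at percentile 100, and the limma camera adjusted p was 7.83e-07. With an estimated correlation, which rests on 1 residual degree of freedom, the adjusted p was 0.797. The oxidative stress genes controlled by NRF2 showed 6 of 21 members rising and 0 falling, or 8 and 0 adjusted over the list alone, among them OSGIN1, the quinone reductase NQO1 (1.25 ± 0.20) and the thioredoxin reductase TXNRD1 (0.66 ± 0.13). Their medians were 0.45 (percentile 100) and 0.13 (percentile 96.8), with a camera adjusted p of 0.0104 and an adjusted p = 0.797 with an estimated correlation.

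Most genes of the heat shock list fell, while the stress-induced genes HSPA1B and HSPA6 rose. HSPA6, which is not counted in the list, rose by 4.97 ± 0.59 (edgeR adjusted p = 3.82e-04), from 0 counts in control CUTLL1. The cytosolic chaperone HSP90AA1 (−0.75 ± 0.14), the mitochondrial chaperonin HSPD1 (−0.75 ± 0.14) and the co-chaperone FKBP4 (−0.78 ± 0.13) fell, whereas the stress-inducible HSPA1B rose (2.62 ± 0.30, edgeR adjusted p = 3.18e-04). Of 17 heat shock genes 1 rose and 9 fell, or 1 and 11 adjusted over the list alone, with medians of −0.44 (percentile 0.01) and −0.57 (percentile 0). The camera adjusted p was 0.00641, with an adjusted p = 0.797 with an estimated correlation. The unfolded protein response split: the endoplasmic reticulum co-chaperone DNAJB9 (1.10 ± 0.20) and the stress sensor ERN1 (0.93 ± 0.17) rose, and SDF2L1 (−0.83 ± 0.17) and the chaperone HSP90B1 (−0.55 ± 0.13) fell, though SDF2L1 did not pass the DESeq2 Wald test. In that list 3 of 17 rose and 4 fell, or 4 and 6 adjusted over the list alone, with medians of −0.10 (percentile 32.8) and −0.29 (percentile 4.54) and a camera adjusted p of 0.333.

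Of 20 measured p53 targets 4 rose and 1 fell, over all genes and adjusted over the list alone. The cell cycle inhibitor CDKN1A rose by 2.43 ± 0.37 (edgeR adjusted p = 0.0024), from 27 to 220 counts in CUTLL1 and from 12 to 40 in TIB153, and TP53INP1 (1.77 ± 0.35), the death receptor TNFRSF10B (0.77 ± 0.15) and the BH3-only gene PMAIP1 (0.78 ± 0.13) rose. The repair gene XPC, named because it was the only member to fall, changed by −0.61. Medians were 0.26 (percentile 98.2) and 0.13 (percentile 83.5) and the camera adjusted p was 0.0692. Among 20 apoptosis regulators 3 rose, or 4 adjusted over the list alone, and 0 fell. They were the inhibitor BIRC3 (0.75 ± 0.17), the initiator caspase CASP8 (0.59 ± 0.14) and its inhibitor CFLAR (0.57 ± 0.16), none of which passed the DESeq2 Wald test, and DIABLO (0.54 and 0.62) did not pass. Medians were 0.23 (percentile 98.6) and 0.16 (percentile 94.0), with a camera adjusted p of 0.192.

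Immediate early genes, which respond within minutes to growth and stress signals, rose as a group. JUN, FOS (3.01 ± 0.48), NR4A3 (4.14 ± 0.68) and the stress-inducible IER3 (1.08 ± 0.32) were among the 7 of 13 members that rose while 0 fell, or 8 and 1 adjusted over the list alone. Their medians were 1.36 and 0.70, both at percentile 100 after rounding, and the camera adjusted p was 5.1e-04, with an adjusted p = 0.797 with an estimated correlation. NF-kB targets moved with them: 5 of 13 rose and 0 fell, or 8 and 0 adjusted over the list alone. TNFAIP3, a feedback inhibitor of NF-kB, rose by 1.55 ± 0.31 (edgeR adjusted p = 0.0464), and the adhesion molecule ICAM1 by 0.94 ± 0.27 (not passing the DESeq2 Wald test), while RELB (1.91 and 0.40) did not pass. Medians were 0.94 and 0.79, or 0.65 in TIB153 with the member at 0 counts set to its bound, at percentile 100 after rounding, and the camera adjusted p was 8.66e-04, with an adjusted p = 0.797 with an estimated correlation.

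Genes of DNA replication fell in both lines. The helicase subunits MCM6 (−0.87 ± 0.12) and MCM4 (−0.66 ± 0.14), the sliding clamp PCNA (−0.66 ± 0.13) and the polymerase subunit POLA1 (−1.14 ± 0.17) were among 16 of 25 S phase genes that fell, and the licensing factor CDT1 (0.65), named as the only member that moved the other way, rose, counts that were the same adjusted over the list alone. Medians were −0.41 and −0.56, both at percentile 0, and the limma camera adjusted p was 1.46e-05, with an adjusted p = 0.797 with an estimated correlation. Mitotic genes went different ways in the lines, a difference that was not tested. By counting error, 13 of 24 G2/M genes were higher and 4 lower in CUTLL1, and 3 were higher and 11 lower in TIB153. Across lines UBE2C rose (0.55 ± 0.15, not passing the DESeq2 Wald test) and BUB1 (−0.58 ± 0.12) and HMMR (−0.75 ± 0.15) fell, over all genes and adjusted over the list alone. Their median was 0.13 (percentile 99.2) in CUTLL1 and −0.15 (percentile 31.9) in TIB153, the median (0.04) and mean (−0.01) of the lines' mean ratios differed in sign, and the camera adjusted p was 0.858.

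MYC, the oncogene that drives ribosome production, had ratios of −0.22 (−0.29 to −0.16) and −0.21 (−0.29 to −0.13) and did not pass, nor did the cyclin CCND3 (−0.57 and −0.13). Its targets fell: nucleolin NCL by −0.83 ± 0.14, the polyamine enzyme SRM by −0.74 ± 0.12, the ribosome assembly factor BOP1 by −0.68 ± 0.12 and NME1 by −0.66 ± 0.17 (the last not passing the DESeq2 Wald test). In total 12 of 26 genes of MYC targets and ribosome biogenesis fell and 0 rose, or 17 and 0 adjusted over the list alone. Medians were −0.43 (percentile 0) and −0.40 (percentile 0.08), and the camera adjusted p was 4.76e-05, with an adjusted p = 0.797 with an estimated correlation. Cytosolic ribosomal protein genes did not fall with them, as the 80 measured had medians of 0.07 (percentile 99.9) and 0.23 (percentile 100). The camera adjusted p was 0.0382, with an adjusted p = 0.980 with an estimated correlation. RPS27 rose (0.44 ± 0.13), RPL36A (−0.88 ± 0.24) and RPL7L1, a relative of RPL7 (−0.71 ± 0.13), fell, RPS27 and RPL36A did not pass the DESeq2 Wald test, RPL28 (0.25 and 0.48) did not pass, and adjusted over the list alone 0 rose and 1 fell.

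**Figure D3:**
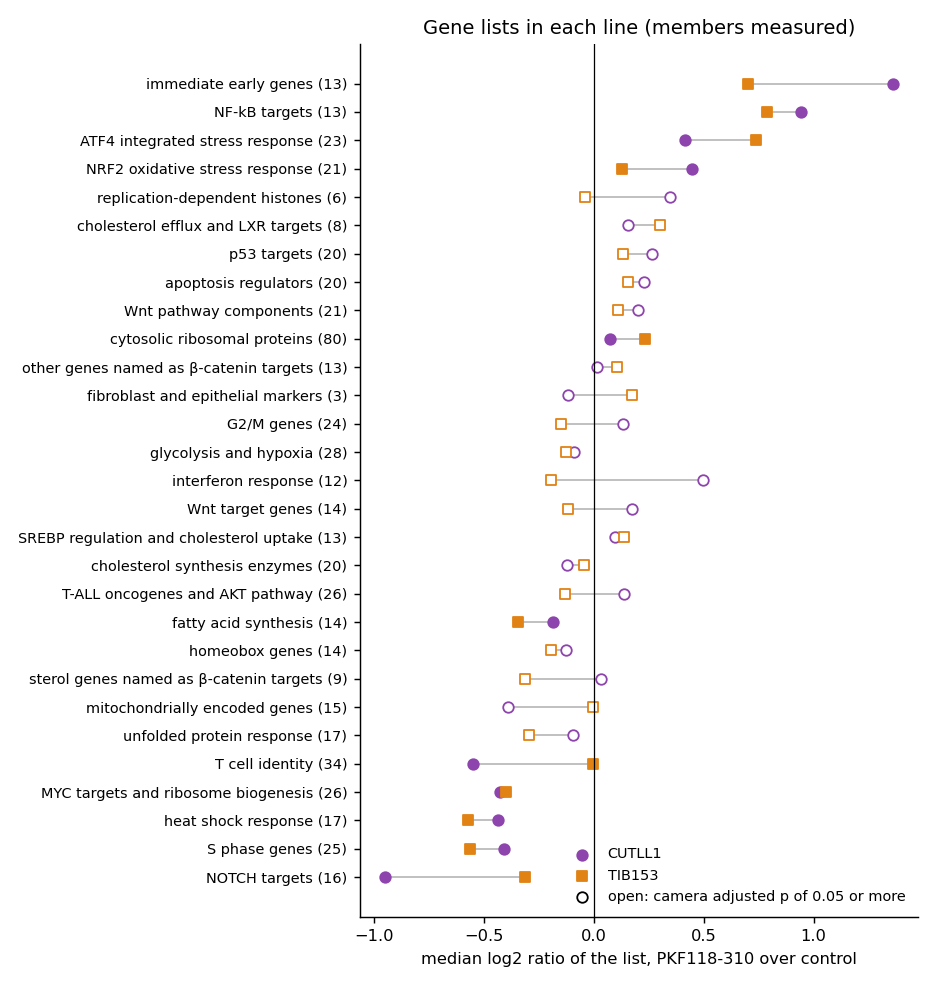
Median log2 ratio of PKF118-310 over control for each of the 29 gene lists tested, in CUTLL1 (circles) and TIB153 (squares), with the number of measured members in brackets; filled symbols mark lists with a limma camera adjusted p under 0.05 across lines. In CUTLL1 immediate early genes (1.36) and NF-kB targets (0.94) lie highest and NOTCH targets (−0.95) and T cell identity genes (−0.55) lowest. In TIB153 NF-kB targets (0.79) and the ATF4 list (0.74) lie highest and heat shock genes (−0.57) and S phase genes (−0.56) lowest. With the NF-kB member at 0 counts set to its bound, the TIB153 median of NF-kB targets is 0.65. It is then below those of the ATF4 list and of immediate early genes (0.70).

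Mitochondrial transcripts parted. The large ribosomal RNA MT-RNR2 rose by 1.0 ± 0.14 (edgeR adjusted p = 0.00125), with 0.99 in CUTLL1 and 1.02 in TIB153, while the complex I mRNAs MT-ND5 (−1.04 ± 0.14), MT-ND3 (−0.76 ± 0.13) and MT-ND6 (−0.73 ± 0.13) fell. The share of counts from mitochondrial rRNA went from 0.545% to 1.10% in CUTLL1 and from 0.806% to 1.58% in TIB153, and that from protein-coding genes from 97.6% to 96.9% and from 97.48% to 96.2%. Of 15 mitochondrially encoded genes 2 rose and 4 fell, over all genes and adjusted over the list alone, with medians of −0.39 (percentile 0.10) and −0.01 (percentile 84.8) and a camera adjusted p of 0.192. Markers of other cell types did not stand out. B cell markers summed to 17.2 and 21.5 CPM in control and treated CUTLL1 and to 103 and 129 CPM in TIB153, nearly all from CD79A (0.33 and 0.40) with BLK (0.10 and −0.32), and neither passed. Myeloid markers summed to between 0.898 and 3.29 CPM in the 4 libraries, and erythroid and platelet markers to at most 0.128 CPM. Of the fibroblast and epithelial markers 3 were measured, mainly VIM (0.45 and 0.17), which T cells also express, with medians of −0.11 and 0.17, none passing over all genes or adjusted over the list alone, and a camera adjusted p of 0.977.

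Some genes had opposite ratios in the lines. Of the genes changed at least 2-fold, 2 were higher in CUTLL1 and lower in TIB153, among them ITGB7, and 11 were lower in CUTLL1 and higher in TIB153. Among these CD1B, a lipid-presenting molecule of cortical thymocytes, went from 1260 to 398 counts in CUTLL1 and from 62 to 149 in TIB153, the non-coding gene C20orf197 from 49 to 11 and from 117 to 257, the non-coding gene AC004585.1 from 37 to 15 and from 19 to 79, and FGR (−2.44 and 1.31) from 47 to 9 and from 13 to 36. IER5L (4.46 and 0.45), SLC6A8 (4.02 and 0.18) and PTPN6 (−2.94 and −0.26) had large ratios in CUTLL1 and small ones in TIB153. With 1 library per group, no difference between the lines was tested. ITGB7 lay outside the naming rule and was named after its values were seen.

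The authors' deposited table for CUTLL1 lists 3809 genes (1650 higher and 2159 lower) and the authors' deposited table for TIB153 lists 4792 (1956 higher and 2836 lower). At the 2-fold limit the authors' deposited tables hold 165 higher and 112 lower genes in CUTLL1 and 210 and 121 in TIB153. The authors' deposited tables share 850 genes higher and 1441 lower in both lines, and 129 that go opposite ways. Of the genes that rose or fell across lines in the lane counts, 577 and 794 stand in both of the authors' deposited tables with that direction. SREBF2, HMGCS1, LEF1 and AXIN2 are in neither of the authors' deposited tables. FASN stands in the authors' deposited table with log2 fold changes of −0.62 in CUTLL1 and −0.75 in TIB153, TCF7 with −1.34 and −0.57, and NOTCH1 with −1.24 and −0.47.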

Values the study reported

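The study treated TIB153 and CUTLL1 cells with 1 µM of PKF118-310 for 24 h before RNA-seq. For both lines it also reported a dose-dependent loss of viability 24 h after treatment. Caspase activation and PARP cleavage were reported in the treated cells as well. Whether the changes in stress, immediate early, apoptosis and replication genes described above accompany this loss of viability was not tested. Of 16 human T-ALL lines examined in the study, NOTCH was active in 14 (88%), AKT in 11 (69%) and β-catenin in 6 (38%). The study described SREBF2 and some of its targets as downregulated in the treated human lines, without giving values in its text.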

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

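The differences below were picked out by a rule of size set before the data were examined. CD1B, C20orf197 and AC004585.1 stood out because, among genes reaching 5 CPM in both lines, their ratio was at least 2-fold lower in CUTLL1 and at least 2-fold higher in TIB153, and this difference between the lines was not tested, since each group held 1 library. For CD1B the log2 ratio was −1.78 (interval −1.94 to −1.61) in CUTLL1 and 1.13 (0.70 to 1.59) in TIB153, a difference of −2.909. For C20orf197 it was −2.22 (−3.36 to −1.31) and 1.01 (0.69 to 1.34), a difference of −3.227, and for AC004585.1 −1.39 (−2.39 to −0.52) and 1.90 (1.19 to 2.74), a difference of −3.292. FGR differed by more (−3.75) but stayed under 5 CPM in TIB153. The authors' deposited tables list the 3 genes with the same directions, CD1B at −1.7 (adjusted p 4.85e-73) and 0.79 (adjusted p 0.00244), C20orf197 at −0.65 (adjusted p 0.0473) and 1.1 (adjusted p 2.9e-07), and AC004585.1 at −0.65 (adjusted p 0.0458) and 1.43 (adjusted p 2.46e-05). No explanation was tested for these genes.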

How the results depend on the processing

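All settings were chosen beforehand except a minimum of 2.5 CPM and lists without genes that share exonic bases, which were chosen after the result was seen. Across lines, no gene list or named gene that passed its test changed direction under any setting tried. Values near 0 that did not pass, such as HMGCS1 and SREBF2, changed sign, as did the T cell identity median in TIB153 alone. The other genes were not run through the settings one by one, and 3 called rises and 2 called falls had opposite signs in the lines. At 1.5-fold, 1260 genes were higher and 848 lower in CUTLL1, and 1513 and 1303 in TIB153. That limit in place of genes at least 2-fold higher in both lines gave 558, and in place of genes at least 2-fold lower in both lines 320. With lane L001 or lane L002 alone, which carries fewer reads, 150 and 160 genes were higher in both lines. Across lines, total counts only gave 560 falls, DESeq2's Wald test 200 rises and 258 falls (192 and 255 of them shared with edgeR, and 1782 genes at an unadjusted p under 0.05), and lanes taken as replicates 2773 and 2978, because lanes carry sequencing noise only. Without the cell line block edgeR called 0 rises and 0 falls, with 889 genes at an unadjusted p under 0.05, since the difference between the lines then enters the spread. DESeq2 size factors gave 741 and 813, no filter 1001 and 1320, the non-robust fit 853 and 927, and with a 2.5 CPM minimum the genes changed across both lines, higher and lower, were 747 and 895. Of the gene lists, 11 were called by camera with the preset correlation, 0 with an estimated correlation (0 also at an unadjusted p under 0.05) and 0 with fry (3 at an unadjusted p under 0.05, lowest adjusted p 0.355), and 11 under either other scaling and without genes that share exonic bases. Among the called lists the estimated correlation ran from −0.077 (NF-kB targets) to 0.901 (cytosolic ribosomal proteins). Lists under the preset 0.01 lost the test too. For MYC targets (−0.034) the unadjusted camera p went from 4.93e-06 to 0.123. With 1 residual degree of freedom, the estimated setting cannot decide whether the lists changed. Pearson's r between the lines was 0.17 without a filter (26583 genes) and 0.475 with it (13280 genes). At a minimum of 5 CPM (11437 genes) it was 0.519. The agreement was thus higher where genes with few reads were left out, though the cause was not tested. Of the other results, 3214 stayed on their side of the threshold, 174 lost it, 75 gained it and 47 moved by more than their counting interval. Without the line block 115 named genes lost the test, with DESeq2's test 19 (among them HES1, BEST3, PYCR3, GK, DOCK8, LSS, NPC2, ACLY, NME1, UBE2C, BIRC3, CASP8, CFLAR, SDF2L1, MT2A, ICAM1, RPL36A and RPS27), and with lane L002 alone 11, among them HES1 across both lines (edgeR adjusted p 0.0549, and from 2.4e-04 to 0.766 over its settings). Leaving out either line leaves no residual degrees of freedom, so it gave values and no counts. Depth limits genes such as AXIN2, with 45 to 99 counts per library.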

Other observations

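The tests on genomic span, mitochondrial rRNA and SREBF2 were chosen after the result was seen, while the gene lists were set before. Of 9 metallothionein and zinc genes 2 were measured, too few for a list test, and both rose: the zinc exporter SLC30A1 by 1.35 ± 0.18 (edgeR adjusted p = 0.00108) and the metallothionein MT2A by 0.77 ± 0.22 (edgeR adjusted p = 0.0342), which did not pass the DESeq2 Wald test. Glycolysis and hypoxia genes split: the angiogenic factor VEGFA (1.75 ± 0.23) and the glucose transporter SLC2A3 (1.57 ± 0.28) rose, lactate dehydrogenase LDHA fell (−0.94 ± 0.14), and NDRG1 (2.03 and 0.58) did not pass. Of 28 members 3 rose and 7 fell, or 6 and 9 adjusted over the list alone, with medians of −0.09 (percentile 24.9) and −0.13 (percentile 27.1), a mean of the lines' mean ratios of 0.08, which differs in sign, and a camera adjusted p of 0.770. In the T-ALL oncogene and AKT list the signal transducer STAT5A (1.28 ± 0.19) was among those that rose, while IRS2 (2.41 and 0.21) did not pass. In that list 3 of 26 rose and 2 fell, or 4 and 2 adjusted over the list alone, with medians of 0.14 (percentile 98.4) and −0.13 (percentile 29.5), a median of −0.08 and a mean of 0.06 over the lines, and a camera adjusted p of 0.858.

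Interferon response genes showed 1 rise among 12, over all genes and adjusted over the list alone, IRF7 (1.40 ± 0.35), while OAS3 (0.52 and −0.88), OAS2 (−0.40 and −0.81) and IFI6 (0.67 and −0.05) did not pass. Medians were 0.50 (percentile 98.9) and −0.19 (percentile 9.45), with a camera adjusted p of 0.822. None of 14 homeobox genes passed, over all genes or adjusted over the list alone: DLX4 had 1.11 and 0.73, HOXA5 −0.67 and −0.43, PBX3 −0.16 and −0.41 and MEIS1 −0.10 and −0.34, with medians of −0.12 (percentile 12.2) and −0.20 (percentile 4.55) and a camera adjusted p of 0.462. Of 6 measured histone genes none passed, over all genes or adjusted over the list alone, with medians of 0.35 (percentile 73.8) and −0.04 (percentile 24.7) and a camera adjusted p of 0.738. H1F0, the best-measured of them, had 0.54 and 0.16.

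In TIB153 genes with a long genomic span had lower ratios, with a Spearman rho of −0.169 (bootstrap interval −0.185 to −0.149) over 11515 genes, and medians from 0.09 under 10 kb to −0.23 over 300 kb. This test was added after the data were seen, and the trend was first looked for in both lines. In CUTLL1 rho was 0.03, so the pattern was narrowed to TIB153 afterwards. The sign in CUTLL1 was mixed, with a partial rho of −0.0573 (interval −0.0765 to −0.0379) once GC and transcript length were held, and rho of −0.0457, 0.0718 and 0.119 in the low, middle and high tertile of expression. Loss of long transcripts was argued against by a partial rho with transcript length of 0.04365, GC content by a partial rho with span of −0.1399 once GC and transcript length were held, and expression level by a rho of at most −0.1166 in every tertile of expression. No biological explanation was tested, and a difference between cultures stays open.

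The mitochondrial rRNAs MT-RNR1 (0.83 and 0.50) and MT-RNR2 (0.99 and 1.02) were higher in both lines. More mitochondrial RNA of every kind was argued against by the 13 mitochondrial mRNAs, whose highest median over the lines was −0.04249. Weaker poly(A) selection in the treated libraries may raise them, and it cannot be told apart from a change in the cells. The 8 small RNAs without a poly(A) tail that were measured had a lowest median of −0.1027 with an interval of −0.93 to 1.60 in CUTLL1, with RN7SL2 at 1.60 and 1.37 and SNORD104 at −0.86 and −0.72.

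SREBF2 hardly moved in these counts (0.10 in CUTLL1 and −0.10 in TIB153), while the study describes it as downregulated. Too few reads are argued against by the lowest bound of its counting intervals, −0.1912. Its lowest ratio over 3 scalings and both lines was −0.09702. The scalings moved its ratio little, from 0.092 to 0.145 in CUTLL1 and from −0.097 to −0.033 in TIB153. They therefore cannot decide on a scaling error that they share. The authors' deposited tables, with 2 columns per group, list SREBF2 in neither line. The cause of the difference from the study stays open.

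The study's figure legend for these lines names 2 controls and 2 treated samples, and the count columns of the authors' deposited tables point to a second library as well. In the authors' deposited table for CUTLL1, 90.7% of genes in the first control column and 90.8% in the second treated column lay within 5% of the column's median ratio to the lane sums, against 55.5% and 56.7% in the other columns. In the authors' deposited table for TIB153 the shares were 90.9% in the second control and 90.5% in the second treated column, against 54.5% and 53.6%. The chi-square per degree of freedom between the columns of a group in the authors' deposited tables was between 2.12 and 2.76.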
